A study of Mus musculus with 2 samples.

How the data were processed

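The series holds 2 libraries of 1 group, numbered as replicates 1 and 2 in the labels. Both came from cultured mouse skin keratinocytes that expressed a fusion of desmoplakin, a protein of the desmosomal plaque, with the biotin ligase BirA, and that were given biotin. Per the labels' protocols, lysates were treated with DNase and RNase, biotin-labelled proteins and their bound RNA were captured on streptavidin beads, RNA ends were ligated, linkers were ligated to both RNA ends, and the cDNA was amplified by PCR. The method named in the series is CLEAR-CLIP, in which a miRNA bound by an Argonaute protein can be ligated to the RNA it pairs with.

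The authors deposited 1 headerless table per library with a mature miRNA name and a whole-number count of at least 1. The deposited counts were not normalised: they summed to different totals in the 2 libraries. Neither the labels nor the tables state the aligner, the miRNA reference, the handling of PCR copies or of reads that match several miRNAs, or whether reads in miRNA-target chimeras were counted apart from other miRNA reads. Target sites were not analysed here. The counts are treated as reads without molecular identifiers, so every interval and limit given covers counting error only. Names that one table did not list were set to 0 in that library. Rows whose names begin with Cali (Cali_12 and Cali_7) are not miRNA names and stayed out of totals and tests. They made up 0.00265% of the counts of replicate 1 and 0.000218% of those of replicate 2.

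CPM values (counts per 1000000 miRNA counts) were computed from the miRNA total of each library. Replicate 1 held 3776893 miRNA counts and replicate 2 held 4122955. Under counting error alone a count of 0 then allows up to 3 counts, or 0.794 CPM and 0.728 CPM. Shares of single libraries carry Wilson 95% confidence intervals. Means carry the SD over the 2 libraries (n = 2). With 2 libraries of 1 group there was no test between conditions. For a difference between 2 names within the libraries, an exact two-sided sign-flip test on 2 values cannot give a p-value below 0.5, so such differences are set against the SD only.

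The 2 libraries were compared with each other by a chi-square test of homogeneity over names with an expected count of at least 5, and per name by an exact two-sided binomial test against the share expected from the library totals, over names with a mean of at least 10 counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. These tests compare 2 libraries, not conditions. The log2 ratio of replicate 2 over replicate 1 was taken after scaling by the totals, without a pseudocount, and is given with the exact (Clopper-Pearson) 95% interval of the underlying binomial share. Dispersion between the libraries was estimated with estimateDisp of edgeR (version 4.0.16, R 4.3.3) under an intercept-only design with TMM factors. DESeq2 (version 1.42.0) supplied size factors as an alternative. Agreement was described across names by Pearson's r of log2(CPM + 1) and Spearman's rho. Names are not independent replicates, so no p-value is attached. For the arms of a hairpin, the counts of names ending in 5p and 3p were compared by exact binomial tests, for hairpins with both arms named and at least 100 counts in each library. A hairpin whose arms carry different base names, such as that of miR-16, was not paired. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

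Lists of 17 seed families and 6 tissue-associated miRNA sets were written before the data were examined, as were the tests, the alternatives and the rule for naming. The spelling of 3 list members was changed afterwards to the one used in the tables (miR-142-3p, miR-142-5p and miR-497-5p), through synonyms in the gene table. The rule named the 10 miRNAs with the highest mean CPM, all members of the epithelial list, the most abundant member of each other tissue list, the 3 names with the largest log2 ratio in each direction among those with a mean of at least 100 counts and an adjusted p-value under 0.05, and the 3 hairpins with the most counts. Any other name in the text was chosen after its values were seen. Gene symbols and gene order came from a RefSeq gene table of the GRCm38.p6 assembly. Of the 1477 names, 1438 (97.4%) matched a gene, and 61 matched more than 1. No genome build is stated for the tables, so no coordinates are given.

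The alternatives were other scalings, count minimums, pseudocounts and thresholds, summing over arms or families, a total without the most abundant miRNA, drawing the deeper library down, and leaving out each library. An alternative that divides counts by the mean variance-to-mean index between the libraries, and one that leaves out names numbered 2000 and above, were added after the data were seen. The binomial test was tested on simulated counts for 1002 names, of which 200 were changed 2-fold. It called 72.5% of the changed names, all in the right direction, and 3.97% of its calls were unchanged names. The simulated counts held counting error only. These rates therefore do not apply to the libraries, where the variance-to-mean index averaged 20.7 over names with a mean of 10 to 300 counts. The dispersion estimate returned 0.00955 for a simulated value of 0.01 and 0.102 for 0.1. Values as high as the 0.944 estimated for names with a mean of at least 10 counts were not simulated.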

Results

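miRNAs were counted in RNA recovered with biotin-labelled proteins from mouse keratinocytes expressing a desmoplakin-BirA fusion. The fusion was used to label proteins with biotin at the desmosomal plaque, the cytoplasmic face of the junctions that hold epithelial cells together. The question behind the pulldown was what Argonaute proteins do at that site. Argonautes are the proteins that carry miRNAs. The data comprised 2 replicate libraries of this 1 condition. No input, unlabelled or total-Argonaute library was analysed here, so the values describe what was recovered and not its enrichment over the rest of the cell.

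Replicate 1 contained 3776893 miRNA counts and replicate 2 contained 4122955. At least 1 count was recorded for 1231 miRNA names in replicate 1 and for 1232 in replicate 2. Of the 1477 names found in either library, 986 were found in both, 245 in replicate 1 only and 246 in replicate 2 only. At least 10 counts were recorded for 910 names in replicate 1 and 955 in replicate 2, and 706 names reached that level in both. The mean of 932.5 names per library was moved most by a minimum of 10 CPM in place of 10 counts, which left 531. The labels give the libraries as 2 replicates, and their counts differed by more than the sampling noise of reads, with a chi-square of 70439 on 1162 degrees of freedom (60.6 per degree of freedom). They were thus not treated as a single sequenced library deposited again. The chi-square does not show whether they came from separate cultures.

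The profile was concentrated in few names. The 10 most abundant miRNA names took 52.2% ± 0.827 of all miRNA counts (SD, n = 2), with 51.6% in replicate 1 (Wilson 95% interval 51.5% to 51.6%) and 52.7% in replicate 2 (52.7% to 52.8%). Summing the names of a seed family moved this share most, to 59.9%. miR-31-5p, from the gene Mir31, was first in both libraries with 142121 ± 3663 CPM (SD, n = 2), or 14.2% of all counts. miR-16-5p was second in both with 111712 ± 1004 CPM. It is encoded by 2 genes, Mir16-1, next to Mir15a in gene order, and Mir16-2, next to Mir15b, and the counts do not separate them. miR-27a-3p was the third in both with 66788 ± 234 CPM. The gaps between these names exceeded the spread between libraries: miR-31-5p had 1.27 ± 0.0214 times the counts of miR-16-5p, and miR-16-5p had 1.67 ± 0.0209 times those of miR-27a-3p (SD, n = 2).

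The next names were closer together. miR-141-3p was the fourth in both libraries with 37372 ± 1568 CPM. miR-205-5p had 32993 ± 915 CPM and miR-21a-5p had 31269 ± 254 CPM, in this order in both libraries. miR-23a-3p had 26196 ± 804 CPM and miR-23b-3p had 25612 ± 388 CPM. miR-23a-3p had 1.02 ± 0.0159 times the counts of miR-23b-3p (SD, n = 2), a small excess present in both libraries, and how the authors assigned reads matching both of these near-identical miRNAs is not stated. miR-6240 had 21454 ± 1665 CPM. miR-5099 was the exception in stability, with 26014 ± 15164 CPM. It ranked 14 in replicate 1 (15291 CPM, the value without replicate 2) and 5 in replicate 2 (36736 CPM, the value without replicate 1), so its place among the 10 depended on replicate 2.

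**Figure D1:**
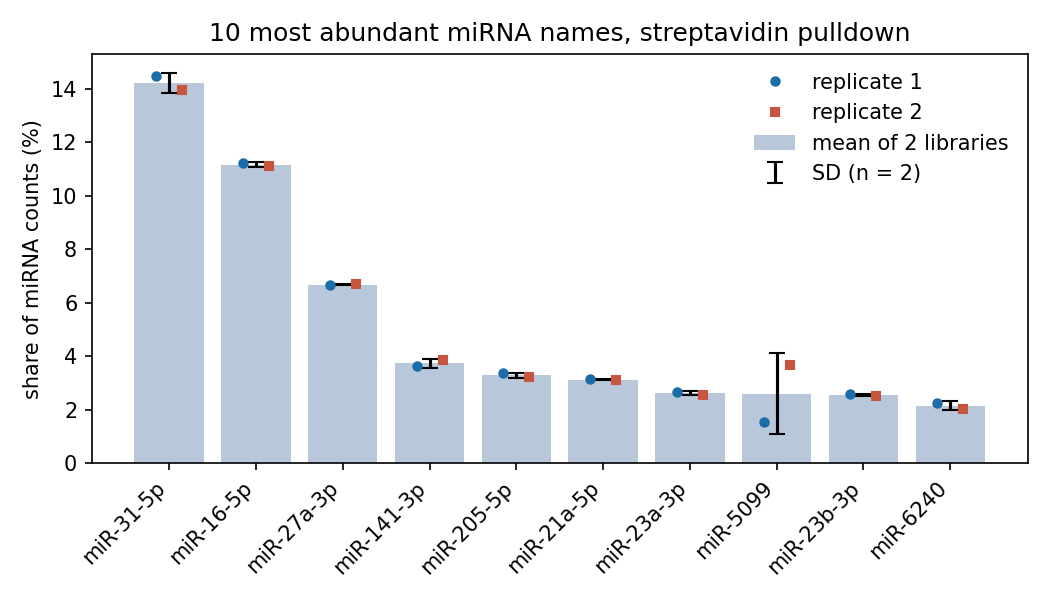
Share of all miRNA counts (%, vertical axis) for the 10 miRNA names with the highest mean; bars are means of the 2 libraries, error bars the SD (n = 2), circles replicate 1 and squares replicate 2. miR-31-5p stands at 14.2% and miR-16-5p at 11.2%, and miR-5099 is the name whose libraries lie far apart.

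Names from neighbouring genes were recovered in unequal amounts. Mir27a lies between Mir23a and Mir24-2 in gene order, and miR-27a-3p had 2.55 ± 0.0872 times the counts of miR-23a-3p (SD, n = 2). Mir141 and Mir200c are neighbours, and miR-141-3p had 5.67 ± 0.549 times the counts of miR-200c-3p. Mir200a lies between Mir429 and Mir200b. miR-429-3p had 3.11 ± 0.118 times and miR-200b-3p 2.54 ± 0.117 times the counts of miR-200a-3p. All of these ratios lay above 1 by more than the spread between the libraries. They are ratios of reads, which ligation and amplification can shift for each miRNA.

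The 17 seed families fixed in advance took 53.3% ± 0.490 of the counts (SD, n = 2). Leaving miR-31-5p out of the total raised this to 62.1%. The family of miR-15a-5p and miR-16-5p took the largest share of these with 11.9% ± 0.107, most of it miR-16-5p. The miR-27 family took 7.86% ± 0.0512 and the miR-23 family 5.18% ± 0.119. The let-7 family took 4.52% ± 0.215 and was spread over 9 names. The family of miR-200a-3p and miR-141-3p took 4.11% ± 0.168, the miR-30 family 2.92% ± 0.00731 and the family of miR-200b-3p, miR-200c-3p and miR-429-3p 2.75% ± 0.0626. At the low end, the family of miR-34a-5p took 0.152% ± 0.0206 and the miR-181 family 0.0772% ± 0.00211.

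The epithelial list of 7 miRNAs took 10.6% ± 0.0228 of the counts (SD, n = 2), and all 7 were found in both libraries. Besides miR-141-3p and miR-205-5p, these were miR-429-3p with 11512 ± 102 CPM, miR-200b-3p with 9408 ± 161 CPM, miR-200c-3p with 6608 ± 363 CPM, miR-203-3p with 4413 ± 94.1 CPM and miR-200a-3p with 3709 ± 108 CPM. miR-205-5p had 7.48 ± 0.367 times the counts of miR-203-3p. The lists for other tissues served as a background. The neural list took 0.0108% ± 0.000864, nearly all of it miR-9-5p (106.1 ± 6.40 CPM). The muscle list took 0.00275% ± 0.00101, led by miR-206-3p (25.6 ± 9.46 CPM). The liver list, which is miR-122-5p alone (6.50 ± 2.82 CPM), took 0.000650% ± 0.000282, with 17 counts in replicate 1 and 35 in replicate 2. The mesenchymal list took 0.00249% in replicate 1 and 0.0101% in replicate 2, a difference carried by miR-214-3p with 26 and 364 counts. The blood list took 0.000609% in replicate 1 and 0.00177% in replicate 2. Its most abundant member by mean CPM was miR-150-5p with 6 and 22 counts. For the mesenchymal and blood lists most of the counts came from replicate 2. The other blood-list names were each at 0 counts in one library or at no more than 4 counts in both. miR-142-3p had 15 counts and 0, and miR-142-5p had 0 counts and 16. Under counting error alone a count of 0 allows up to 0.794 CPM in replicate 1 and 0.728 CPM in replicate 2. These limits are too tight here. At least 5 counts in one library and 0 in the other were recorded for 323 names, where counting error alone would give 2.62.

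Both arms were named and deep enough for 164 hairpins. The 5p arm held most of the counts, averaged over the libraries, in 105 of them (64.0%, Wilson 95% interval 56.4% to 71.0%) and the 3p arm in 59. This interval treats the hairpins as independent draws. Taken singly, replicate 1 gave 61.6% and replicate 2 gave 63.4%, both below the 64.0% from the averaged shares. A minimum of 20 counts in place of 100 lowered the share to 55.7%. The dominant arm was the same in both libraries for 156 hairpins, and for 150 of these the exact binomial test passed an adjusted p-value of 0.05 in each library. In 94 hairpins a single arm held more than 90% of the counts in both libraries. The 3 with the most counts among the 164 hairpins were miR-31, miR-27a and miR-141. The more abundant miR-16-5p was not paired and is outside this ranking. miR-27a gave 99.96% ± 0.0193 of its reads from the 3p arm and miR-141 99.5% ± 0.0851 (SD, n = 2). miR-31 was less one-sided: its 5p arm held 90.9% ± 0.0749, and the other arm, miR-31-3p, still had 14271 ± 239 CPM. The dominant arm changed between the libraries for 7 hairpins, each with at most 1633 counts over both libraries, and 1 more had equal arms in replicate 2. miR-499 was among the 7, chosen after its values were seen. Its 5p arm held 37.9% in replicate 1 (Wilson 95% interval 33.2% to 42.8%) and 82.4% in replicate 2 (77.1% to 86.6%).

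Agreement between the libraries depended on abundance. Across the 1002 names with a mean of at least 10 counts, Pearson's r of log2(CPM + 1) was 0.877 and Spearman's rho 0.723. Across the 358 names with a mean of at least 100 counts they were 0.976 and 0.967. A pseudocount of 0.1 CPM lowered r to 0.733 and one of 10 CPM raised it to 0.971. The SD of the log2 ratio was 1.43 for names with a mean of 30 to 100 counts, 0.48 from 300 to 1000 counts, 0.33 from 1000 to 10000 counts and 0.22 above 10000. Under the edgeR model the coefficient of variation between the libraries beyond counting error was 97.2% for names with a mean of at least 10 counts, 27.7% from 100 counts and 14.0% from 1000 counts.

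Of the 1002 names tested, 707 (70.6%) differed between the libraries in the exact binomial test at an adjusted p-value of 0.05, 363 higher and 344 lower in replicate 2. This counts names whose replicate difference exceeds the counting error of reads. With a ratio of at least 2-fold also required, 441 names remained, and after counts were divided by 20.7, the mean variance-to-mean index between these same libraries over names with a mean of 10 to 300 counts, the test passed 16. Because the divisor was taken from the differences under test, a drop was built into this setting. The 16 were not all outside the spread at their own abundance, since very abundant names can pass with small ratios. Against an SD of the log2 ratio of 0.22 above 10000 counts, miR-31-5p passed with -0.05 and miR-141-3p with 0.086. miR-5099, in the same range, passed with 1.26. Among names with a mean of at least 100 counts, miR-214-3p had the largest rise in replicate 2, with a log2 ratio of 3.68 (95% interval 3.11 to 4.31). miR-7083-3p followed with 2.77 (2.24 to 3.34) and miR-3064-5p with 2.42 (1.89 to 2.99). The largest fall was in miR-669c-3p, with a log2 ratio of -4.10 (-4.74 to -3.51), from 392 to 25 counts. miR-499-3p had -2.64 (-3.15 to -2.17) and miR-7052-3p -2.42 (-2.91 to -1.95). Only miR-214-3p and miR-669c-3p of these 6 passed the test on the divided counts. Among abundant names, miR-31-5p differed by a log2 ratio of -0.05, and miR-5099 by 1.26. The near-identical miR-103-3p and miR-107-3p, chosen after their values were seen, had log2 ratios of -0.56 and 1.10, while their summed counts had one of -0.079.

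**Figure D2:**
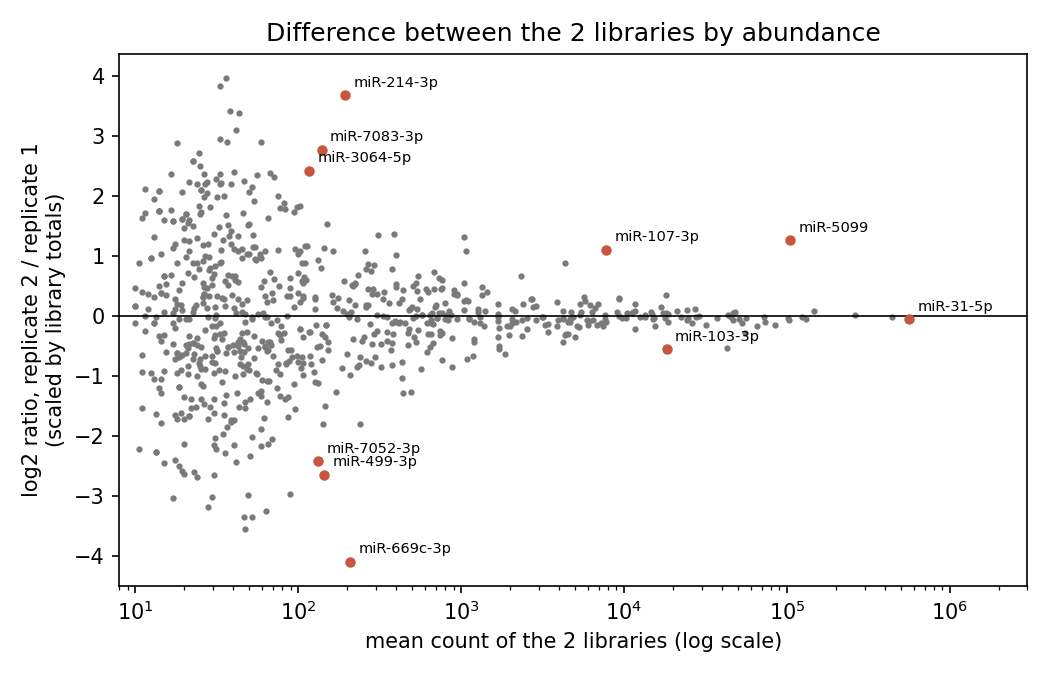
Log2 ratio of replicate 2 over replicate 1 after scaling by library totals (vertical axis) against the mean count (horizontal log axis); each point is 1 of the 781 names with a mean of at least 10 counts and more than 3 counts in both libraries, and the other 221 tested names are not drawn. The spread narrows with abundance, from an SD of 1.43 at 30 to 100 counts to 0.22 above 10000, with miR-5099, miR-107-3p and miR-103-3p away from 0 among abundant names.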

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

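Both tests in this part were chosen after the result was seen. Cali_12, a name outside the miRNA nomenclature that the labels do not explain, had 99 counts in replicate 1 and 9 in replicate 2. Both exceed the 3 counts that a count of 0 allows under counting error alone. Cali_12 is listed beside the miRNAs and entered none of the comparisons. After scaling it was 12.01-fold lower in replicate 2. The difference in library totals runs the other way and is too small to account for this (exact two-sided binomial p = 2.53e-22 on reads). A split this uneven was nevertheless seen among miRNA names of similar count: 94.4% of 160 names within 1.5 times its mean count of 54 had a smaller absolute log2 ratio, and 9 had one as large or larger. The split is thus near the edge of the ordinary spread between these libraries at low counts, and may need no other cause. Where the reads came from, such as another library or an added RNA, was not tested, and with 1 condition no biological explanation was tested.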

How the results depend on the processing

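The difference between the libraries beyond counting error held under both other settings of the chi-square test. The number of names differing in the exact binomial test stayed within 1.5 times of 707 under TMM factors, DESeq2 size factors, no count minimum and an adjusted p-value of 0.01. It was 254 with a mean of at least 100 counts, where fewer names were tested, 441 with a ratio of at least 2-fold also required, and 16 when counts were divided by the mean variance-to-mean index between the libraries, a setting added after the data were seen. Under that setting 4 of the 6 named differences no longer passed the threshold, with their direction kept. The divisor came from the same libraries, so this drop follows from the construction of the setting and is no evidence on its cause. The scaling moved the number little.

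The number of names detected was 531 at 10 CPM, and within 1.5 times of 932.5 at the other minimums and with the deeper library drawn down. The share of the 10 most abundant names was 53.6% with arms summed, 59.9% with families summed, 46.4% in a total without miR-31-5p, and 56.4% without names numbered 2000 and above. In a total without miR-31-5p the family share was 62.1% and the epithelial list share 12.4%, which follows from the smaller total. Among the other results recomputed that way, 32 moved by more than the SD and 9 did not. The share of hairpins with a dominant 5p arm was 55.7% with at least 20 counts and 59.6% with at least 1000, both below 64.0%. The dominant arm was the same in both libraries for 83.5% of hairpins at 20 counts, 95.1% at 100 and 100% at 1000.

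Pearson's r was 0.733 with a pseudocount of 0.1 CPM, 0.971 with one of 10 CPM, 0.890 over all names and 0.976 over names with a mean of at least 100 counts. The coefficient of variation was 113% over all names and 27.7% from 100 counts, and library totals or DESeq2 size factors left it at 97.2%. The SD of the log2 ratio between the libraries was above 1, or 2-fold, for names with a mean of 10 to 300 counts, which limits statements about single names in that range. The small difference in depth between the libraries had little part in the number detected, which was 927 with the deeper library drawn down. Other depths were not tried, so the part of total depth was not tested.

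Leaving out each library in turn gave ranges of 910 to 955 names, 51.6% to 52.7% for the 10 most abundant names, 52.9% to 53.6% for the families, 10.59% to 10.62% for the epithelial list and 61.6% to 63.4% for the hairpins with a dominant 5p arm. With 2 libraries this gives the value of the other library, and so has no test. The 10 names were not chosen again. The 51.6% is thus the share of the joint list in replicate 1, where 1 of its members, miR-5099, ranked 14. No paired analysis was possible because there is 1 group.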

Other observations

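The tests in this part were chosen after the results were seen, except the test of names numbered 2000 and above against matched lists. Names with few counts were split between the libraries far more unevenly than reads drawn at random. At least 5 counts in one library and 0 in the other were recorded for 323 names, where counting error alone would give 2.62. Their median count was 18 and the highest was 158. A difference in depth cannot give this, since the names missing from one library were about as many in each (246 missing from replicate 1 and 245 from replicate 2). The variance-to-mean index of a name, which is 1 under counting error alone, averaged 21.2 over names with a mean of 30 to 100 counts and 26.6 over names with 300 to 1000 counts. The index therefore changed 1.25-fold (bootstrap 95% interval 0.893 to 1.70) while the mean count rose 11.0-fold. If the cultures were separate, the same relative difference between them at every abundance would make the index rise about as much as the mean. Such an index is what is found when each captured molecule is counted as many reads, so PCR copies counted as reads are a candidate explanation over this range, with about 20.7 reads per molecule if the whole index over names with a mean of 10 to 300 counts came from copies. The index was not constant over all abundances. It averaged 2.36 from 1 to 3 counts, 9.18 from 3 to 10, 18.1 from 10 to 30 and 29.6 from 100 to 300, then 70.5 from 1000 to 10000 and 739 above 10000, so that it rose with abundance again. The medians were 11.5 from 30 to 100 counts, 13.4 from 100 to 300, 12.1 from 300 to 1000, 16.3 from 1000 to 10000 and 23.2 above 10000. The mean of 739 thus lay far above the median of its class and was carried by few names. The most uneven of these was miR-5099, with a log2 ratio of 1.26. At the low end the index cannot much exceed the counts of a name. Libraries simulated with 20.7 reads per molecule gave 16.4 from 3 to 10 counts and 21.4 to 22.0 in each class from 1000 counts up. They also gave no names with exactly 1 count, where the libraries had 129 and 97. A single number of reads per molecule is therefore argued against: copies may vary widely between molecules, or single reads may have another origin. Some abundant names also differed by more than copies of this number give. Whether the libraries came from separate cultures is not shown. Differences between cultures that grow as abundance falls were not tested.

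miR-103-3p and miR-107-3p moved in opposite directions. miR-103-3p went from 20976 to 15576 counts (log2 ratio -0.56) and miR-107-3p from 4644 to 10896 (1.10). Their sum moved by a log2 ratio of -0.079. Among the 159 names with a mean of at least 1000 counts the SD was 0.30 and the median absolute log2 ratio 0.10. The sum was thus about as stable as a typical name of this abundance, and not unusually stable. The share of miR-107-3p in the sum was 18.1% in replicate 1 and 41.2% in replicate 2. These miRNAs are near-identical in sequence, so a candidate explanation is that reads were divided between the names differently in the 2 libraries, for example with different read ends. Among all 12561 pairs of these 159 names, 49 moved apart by more than 0.5 each, and 4 of these had a sum as stable. None of 72 pairs within the seed families listed in advance moved apart in this way. A real exchange between the 2 miRNAs was not tested, and both names were among the 16 that passed the test on counts divided by 20.7, the index between the libraries. The 5p arms of these hairpins do not settle the question. The log2 ratio was 0.56 for miR-107-5p and -1.28 for miR-103-1-5p, in the direction of their 3p arms, and 0.087 for miR-103-2-5p. The SD was 0.48 from 300 to 1000 counts, the range of miR-107-5p, and 1.43 from 30 to 100, that of miR-103-1-5p.

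Names numbered 2000 and above, the later entries of the miRNA nomenclature, took 8.78% of counts in replicate 1 and 10.1% in replicate 2. Their median absolute log2 ratio between the libraries was 0.87 over 298 names, against 0.36 over 483 other names. Lower counts are a candidate explanation: against 10000 lists of other names matched on mean count, with a median of 0.79, it lay at percentile 88.6, inside the central 95% of lists. miR-5099 rose from 57754 to 151461 counts, or from 15291 to 36736 CPM. That exceeds the rise in the share of the whole class. The other names of the class together therefore took a smaller share in replicate 2. A shift shared by the abundant names of this class is argued against, since 4 of the 6 with a mean of at least 10000 counts were lower in replicate 2, among them miR-5124a (log2 ratio -0.54) and miR-2137 (-0.29). Whether these names collect fragments of other abundant RNAs was not tested, because read sequences were not used here.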
